# bZIP17 regulates heat stress tolerance at reproductive stage in *Arabidopsis*

**DOI:** 10.1007/s42994-021-00062-1

**Published:** 2021-11-25

**Authors:** Juan Gao, Mei-Jing Wang, Jing-Jing Wang, Hai-Ping Lu, Jian-Xiang Liu

**Keywords:** *Arabidopsis*, bZIP17, Flower, Fertility, Heat Stress, UPR

## Abstract

High temperature elicits a well-conserved response called the unfolded protein response (UPR) to bring protein homeostasis in the endoplasmic reticulum (ER). Two key UPR regulators bZIP28 and bZIP60 have been shown to be essential for maintaining fertility under heat stress conditions in *Arabidopsis*, however, the function of transcriptional activator bZIP17, a paralog of bZIP28, in heat stress response at reproductive stage is not reported. Here we found that *bzip17* mutant plants were sensitive to heat stress in terms of silique length and fertility comparing to that of wildtype (WT) *Arabidopsis* plants, and transcriptomic analysis showed that 1380 genes were specifically up-regulated and 493 genes were specifically down-regulated by heat stress in the flowers of WT plants comparing to that in *bzip17* mutant plants. These bZIP17-dependent up-regulated genes were enriched in responses to abiotic stresses such as water deprivation and salt stress. Further chromatin immuno-precipitation coupled with high-throughput sequencing (ChIP-Seq) uncovered 1645 genes that were direct targets of bZIP17 in *MYC-bZIP17* expressing seedlings subjected to heat stress. Among these 1645 genes, ERSE-II *cis*-element was enriched in the binding peaks of their promoters, and the up-regulation of 113 genes by heat stress in flowers was dependent on bZIP17. Our results revealed direct targets of bZIP17 in flowers during heat stress responses and demonstrated the important role of bZIP17 in maintaining fertility upon heat stress in plants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s42994-021-00062-1.

## Introduction

Global warming has great impact on plant growth and food production, as a yield loss of 6–7% per 1 °C increase in seasonal mean weather associated with extreme heat stress predicted (Lesk et al. 2016). Understanding on how plants perceive and respond to high temperature signals, especially at reproductive stage, is vital for molecular breeding of temperature stress resilient crops (Zhang et al. 2019).

A primary effect of heat stress on cellular function in plants is denaturing proteins and causing protein aggregations both in the cytosol and endoplasmic reticulum (ER) (Ding et al. 2020). Therefore, intracellular protein homeostasis is important to maintain the protein conformation, status, level and activity during heat stress (Sun et al. 2021). Indeed, a major thermotolerance quantitative trait loci (QTL) from African rice (*Oryza glaberrima*), Thermotolerance 1 (*OgTT1*), was identified, and it encodes an α2 subunit of 26S proteasome responsible for eliminating cytotoxic denatured proteins (Li et al. 2015). A number of heat shock proteins (HSPs), such as HSP100s, HSP90s, HSP70s, HSP60s, HSP40s and sHSPs with different molecular weight, have been characterized with the major functions of these proteins as molecular chaperons in cytoplasm during heat stress responses (Jacob et al. 2017; Nover and Scharf 1997). In addition, heat stress transcription factors (HSFs) play a crucial role in heat stress responses through regulating the expression of HSPs, providing heat stress tolerance in plants (Guo et al. 2016).

Disturbance of protein folding homeostasis in ER under heat stress conditions elicits a well-conserved unfolded protein response (UPR), in which several membrane-associated transcription factors sense and transduce the stress signals to nucleus to regulate downstream genes, bringing back the protein homeostasis (Liu and Howell 2016). Upon the accumulation of misfolded proteins in the ER, the *Arabidopsis* ER membrane-associated transcription factor AtbZIP28 is translocated from ER to Golgi where it is subjected to intramembrane proteolysis by Golgi-localized proteases (Che et al. 2010; Gao et al. 2008; Liu et al. 2007a). The activated AtbZIP28 enters nucleus and regulates downstream genes to enhance protein folding capacity and accelerate protein trafficking and ER-associated protein degradation (ERAD) (Liu and Howell 2010a; Tajima et al. 2008). However, activation of AtbZIP60 is dependent on the ER-localized AtIRE1 proteins in *Arabidopsis* (Deng et al. 2011; Moreno et al. 2012; Nagashima et al. 2011). Accumulation of misfolded proteins in ER triggers the activation of AtIRE1s, which unconventionally splices *AtbZIP60* mRNA in the double stem-loops at the cytoplasmic side, causing an open reading frame (ORF) shift and elimination of the transmembrane domain in AtbZIP60 (Deng et al. 2011, 2016). In the nucleus, AtbZIP60 interacts with AtbZIP28 and regulate downstream genes alone or together (Iwata and Koizumi 2005; Song et al. 2015; Tajima et al. 2008). *OsNTL3*, a homolog of *AtNAC062*, is up-regulated by OsbZIP74 (ortholog of AtbZIP60) under heat stress conditions and encodes a plasma membrane-tethered membrane associated transcription factor in rice (Hayashi et al. 2012; Liu et al. 2020; Lu et al. 2012; Yang et al. 2014). It is activated and relocates to the nucleus to up-regulate downstream genes involved in UPR and reactive oxygen species (ROS) scavenging, which is essential for heat stress tolerance in rice (Liu et al. 2020).

Relative to vegetative growth, reproductive development is more sensitive to environmental stresses such as heat stress (Barnabas et al. 2008; Begcy et al. 2019; Chaturvedi et al. 2021). In *Arabidopsis*, the *AtbZIP60* promoter is highly active in flowers especially in microspores and tapetum cells, and the *bZIP60* mRNA is constitutively spliced/activated in anthers under normal growth conditions suggesting its role in reproductive development (Deng et al. 2016; Iwata et al. 2008). When stressed at reproductive stage, the *bzip28 bzip60* double mutant plants were more sensitive to heat stress with short siliques and reduced fertility comparing to that in wild-type plants, which agrees with the important role of these two transcription factors in heat stress responses in reproductive tissues (Zhang et al. 2017).

Previous researches have demonstrated that AtbZIP17, a paralog of AtbZIP28, is activated in a manner similar to AtbZIP28 under salt stress conditions to desensitize the ABA signaling pathway (Liu et al. 2007b, 2008; Zhou et al. 2015). A recent study showed that AtbZIP17 is required for vegetative development together with AtbZIP28 to mediate the expression of multiple genes involved in cell growth (Kim et al. 2018). Although ER stress and heat stress induce the activation of AtbZIP17 (Che et al. 2010), apparently AtbZIP28 and AtbZIP60 are two major transcription factors for canonical UPR gene expression (Kim et al. 2018; Song et al. 2015), the role of AtbZIP17 in heat stress response is not reported. In the current paper, we found that AtbZIP17 also plays important roles in maintaining fertility under heat stress conditions. Through RNA-seq and ChIP-seq analysis, we further revealed that AtbZIP17 directly binds to 113 genes whose expression is dependent on AtbZIP17 in flowers under heat stress conditions.

## Results

### AtbZIP17 is essential for maintaining fertility under heat stress conditions

Our previous transcriptomic data have shown that *AtbZIP17* is up-regulated by heat stress in *Arabidopsis* flower tissues (Zhang et al. 2017). To examine the role of *AtbZIP17* in maintaining fertility under heat stress conditions, we compared the heat sensitivity of WT and *bzip17* knock-out mutant plants (Liu et al. 2007b) at reproductive stage. Compared to the WT plants, the percentage of type II and type III siliques (reduced fertility) was largely increased in *bzip17* mutant plants after exposure to a short period of heat stress (38 °C) at flowering stage (Fig. 1A, B). These results demonstrated that *AtbZIP17* is essential for thermotolerance at the reproductive stage in *Arabidopsis*.

**Fig. 1:**
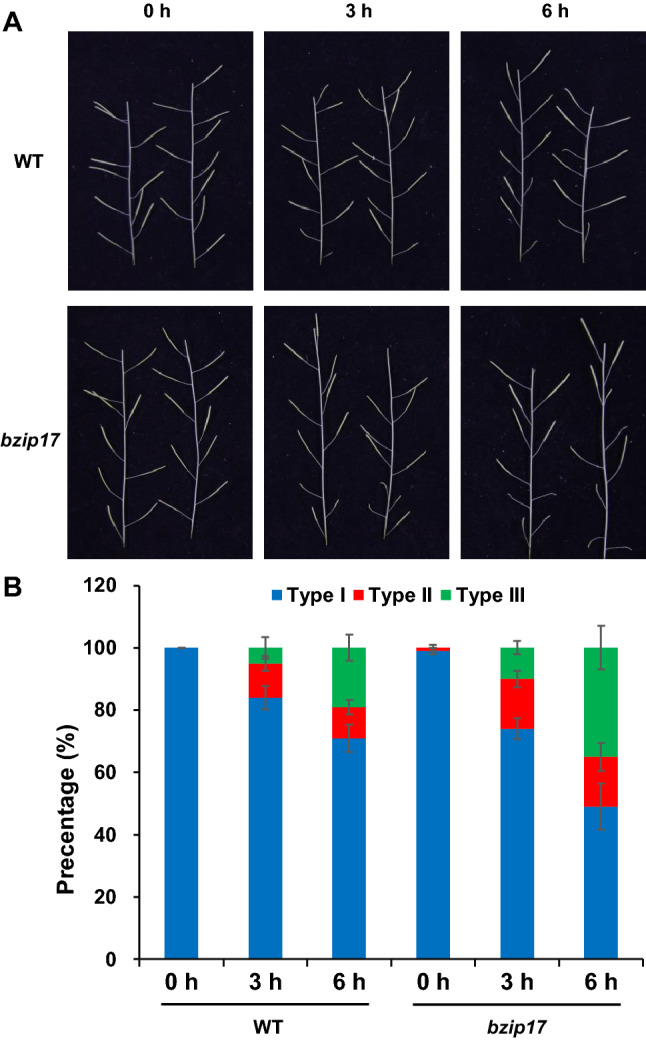
AtbZIP17 is required for maintaining fertility under heat stress conditions. **A** Siliques of *Arabidopsis* wild-type plants (WT) and *AtbZIP17* mutant (*bzip17*) plants at recovery stage after treating with heat stress for different time at the stage of late bolting. **B** Heat stress sensitivity of WT and *bzip17* plants in terms of silique length. Silique lengths were measured and percentage of each type of silique was calculated. Type I, full fertile (> 10 mm in length); Type II, partial sterile (5–10 mm in length); Type III, complete sterile (< 5 mm in length). Bars depict SE (*n* = 10)

### AtbZIP17 regulates heat stress responsive genes in flowers

To understand the function of AtbZIP17 in heat stress responses at reproductive stage, we performed RNA-seq analysis of heat-stressed flowers (stage 1–12) in WT and *bzip17* mutant plants (Supplemental Fig. S1), and found that 1380 and 493 genes were specifically up-regulated [Log_2_(FC) > 2 and *P* < 0.05] and down-regulated [Log_2_(FC) < 0.5 and *P* < 0.05] in WT flowers, respectively (Fig. 2A). There were 334 and 917 genes that were specifically up-regulated and down-regulated in the flowers of *bzip17* mutant plants, respectively (Fig. 2A). Since the activated form of AtbZIP17 has transcriptional activation activity (Liu et al. 2007b), we considered these 1380 genes as AtbZIP17-dependent heat stress responsive genes in flowers (Supplemental Table S1). GO analysis of these genes revealed that ‘response to salt stress’ and ‘response to water deprivation’ were enriched (Fig. 2B). At least eight terms related to chloroplast and photosynthesis were also enriched (Fig. 2B), probably because the green tissue sepal was included in the flower samples. These results supported that AtbZIP17 regulates a number of genes involved in stress responses and chloroplast function in *Arabidopsis* flowers under heat stress conditions.

**Fig. 2:**
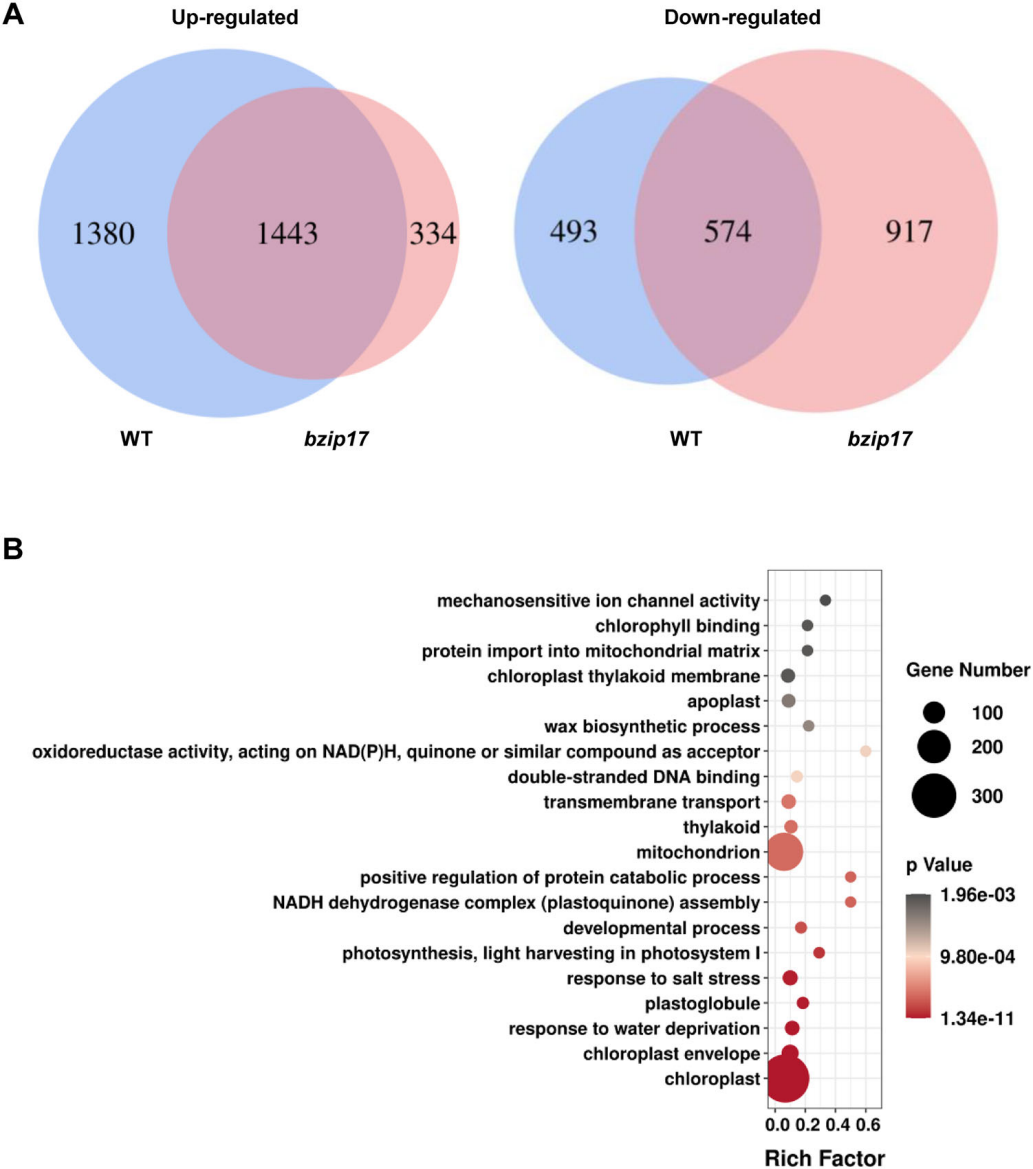
AtbZIP17 regulates downstream genes in flowers under heat stress conditions. **A** Venn diagrams showing the common and specific heat responsiveness in flowers of wild-type plants (WT) and *AtbZIP17* mutant (*bzip17*) plants. **B** GO analysis of AtbZIP17-dependent heat responsive genes in flowers

### AtbZIP17 directly binds to the promoters of stress responsive and UPR genes in seedlings

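For the ChIP-seq experiment, 13-day-old *Arabidopsis* seedlings that expressed a MYC-tagged AtbZIP17 were moved from 22 °C to 42 °C for 2 h, and the chromatin was precipitated with an anti-MYC antibody. Plants were grown under 16 h of light and 8 h of dark according to the paper, while the sample labels give 6 h of light and 8 h of dark. There were 3 ChIP samples, called replicates 1, 2 and 3 hereafter, and 1 input library. The authors trimmed the reads with Skewer, discarded those shorter than 50 bp, kept reads that Bowtie mapped to a unique position and removed duplicates. MACS was then used to call peaks in each ChIP sample separately against the input, with a *P* value limit of 0.001. For every peak, the deposited lists give the position, the pileup (the number of fragments stacked at the summit), the fold enrichment (the pileup over the local background that MACS estimated from the input) and the −log10 of the *P* and *q* values, and all of these are the authors' own values. The number of reads behind each list is unknown, so no depth is given for the values. Coordinates are given as in the deposited lists, since the genome build is not named in the paper's text. There were 4523 peaks in replicate 1, 4491 in replicate 2 and 4330 in replicate 3, a mean of 4448 ± 103 (SD, n = 3). They covered 3.13, 3.12 and 3.00 Mb, with a median width of 416, 441 and 440 bp. The median fold enrichment was 2.20, 2.22 and 2.24, and the median pileup was 35, 35 and 34 fragments. A fold enrichment of at least 3 was reached by 14.7% of the peaks in replicate 1, 17.1% in replicate 2 and 17.6% in replicate 3. A *q* value below 1e-05 was reached by 25.2%, 26.9% and 27.7% of the peaks. Peaks of different replicates were treated as shared when they overlapped by at least 1 bp, and this choice and the *P* value limit bear directly on the number of shared regions.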

To reveal genome-wide direct targets of AtbZIP17, we carried out ChIP-seq experiments with heat-stressed *MYC-bZIP17* expressing seedling plants. Western blot analysis confirmed that AtbZIP17 is processed in response to heat stress as the small molecular weight band increased under heat stress conditions (Supplemental Fig. S2). 

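When the overlapping peaks of the 3 replicates were merged, 8992 regions were obtained. A peak of all 3 replicates was found in 1341 regions (14.9%), peaks of 2 replicates in 1088 regions (12.1%), and a peak of a single replicate in 6563 regions (73.0%). To find how many common regions arise when peaks are placed at random, the peaks of replicates 2 and 3 were shifted around each chromosome by random distances. After 10000 shifts, the number of regions with a peak of all 3 replicates was 22.5 ± 5.69 (mean and SD over the shifts), with a maximum of 51, which gives a one-sided permutation p of 0.0001, the smallest that 10000 shifts can give. The 3 lists were called against the same input. Random shifts also remove any agreement that stems from this shared input, so the test does not tell such agreement from binding. Common regions contained 34.2% of the peaks in replicate 1, 33.6% in replicate 2 and 35.6% in replicate 3. The median fold enrichment of these peaks was 2.77, 2.98 and 2.95 in the 3 replicates, and that of peaks found in a single replicate was 2.10, 2.10 and 2.11. The summits of the strongest peaks of the 3 replicates in a common region lay within 200 bp of one another in 968 of the 1341 regions, and the median distance between the outermost summits was 95 bp. Across the common regions, which are not independent replicates, Spearman's rho of fold enrichment was 0.871 between replicates 1 and 2, 0.872 between replicates 1 and 3, and 0.889 between replicates 2 and 3. Among the alternative settings, a fold enrichment of at least 3 in each peak lowered the number of common regions the most, to 574.

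**Figure D1:**
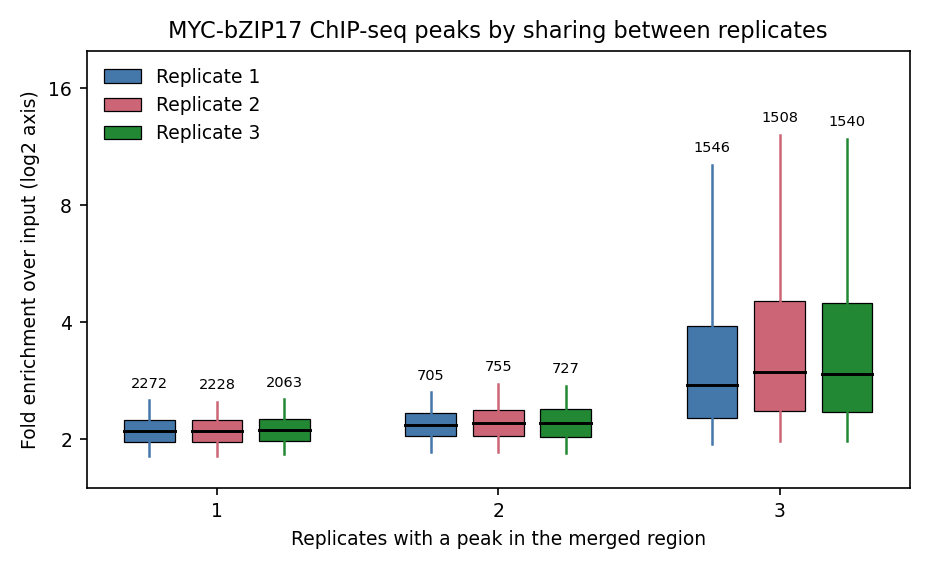
Fold enrichment over the input (log2 axis) of the peaks of each replicate, grouped by the number of replicates with a peak in the same merged region. Boxes span the quartiles with the median as a black line, whiskers run from the 5th to the 95th percentile, and the number above each whisker is the number of peaks. The upper quartile in regions common to all 3 replicates is 3.92, 4.55 and 4.49, against 2.24, 2.25 and 2.26 for peaks of a single replicate.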

The ChIP-seq results showed that MYC-bZIP17 was enriched in the 2 K upstream sequences of totally 1645 genes in 3 replicates (Fig. 3A and Supplemental Table S2). We considered these genes as the AtbZIP17 direct targets in *Arabidopsis*. 

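Supplemental Table S2 pairs each target gene with a peak of every replicate. The 1389 lines of this table that were used here name 842 genes, and each of the 845 peaks of replicate 1, 800 peaks of replicate 2 and 787 peaks of replicate 3 in them was found in the deposited lists. For 788 of the 842 genes (93.6%), at least 1 line joins 3 peaks that overlap one another by at least 1 bp, and for the other 54 genes (6.41%) no line does. The median fold enrichment over the 842 genes, taken at the strongest peak listed for each gene and averaged over the replicates, was 3.34, and it was under 3 for 360 genes (42.8%) and at least 10 for 71 genes (8.43%). When all 3 peaks had to reach a fold enrichment of 3, 397 of the 842 genes were left. A peak could be listed for more than 1 gene, as was the case for 446 of the 2432 peaks (18.3%), and 231 genes (27.4%) had no peak of their own. The strongest peaks of the 5 genes with the highest mean fold enrichment form 2 shared sets. *AT5G13100* and *G6PD2* (*AT5G13110*) have the same strongest peaks on chromosome 5, with a summit at 4156389 in replicate 1, 4156377 in replicate 2 and 4156380 in replicate 3 and a fold enrichment of 28.9 ± 4.39 (SD, n = 3). *AT1G20430*, *COR47* (*AT1G20440*) and *AT1G20460* have the same strongest peaks on chromosome 1, with summits at 7090160, 7090170 and 7090137 and a fold enrichment of 28.2 ± 4.18 (SD, n = 3). *G6PD2* and *AT1G20430* each have a weaker peak of their own in replicate 2, with a fold enrichment of 1.94 and 2.05. Within the lists of replicates 1, 2 and 3, the set on chromosome 5 ranked 3, 3 and 4 by fold enrichment and the set on chromosome 1 ranked 6, 5 and 6. The paper's methods ask for a peak region common to the 3 replicates within the upstream 2 K of a gene, and call such genes potential targets. In its results, the paper considers them to be direct targets of AtbZIP17.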

For the 133 identified direct targets of AtbZIP28 (Zhang et al. 2017), except AT2G07741, the rest 132 genes are also direct targets of AtbZIP17 as revealed in the current study.

**Fig. 3:**
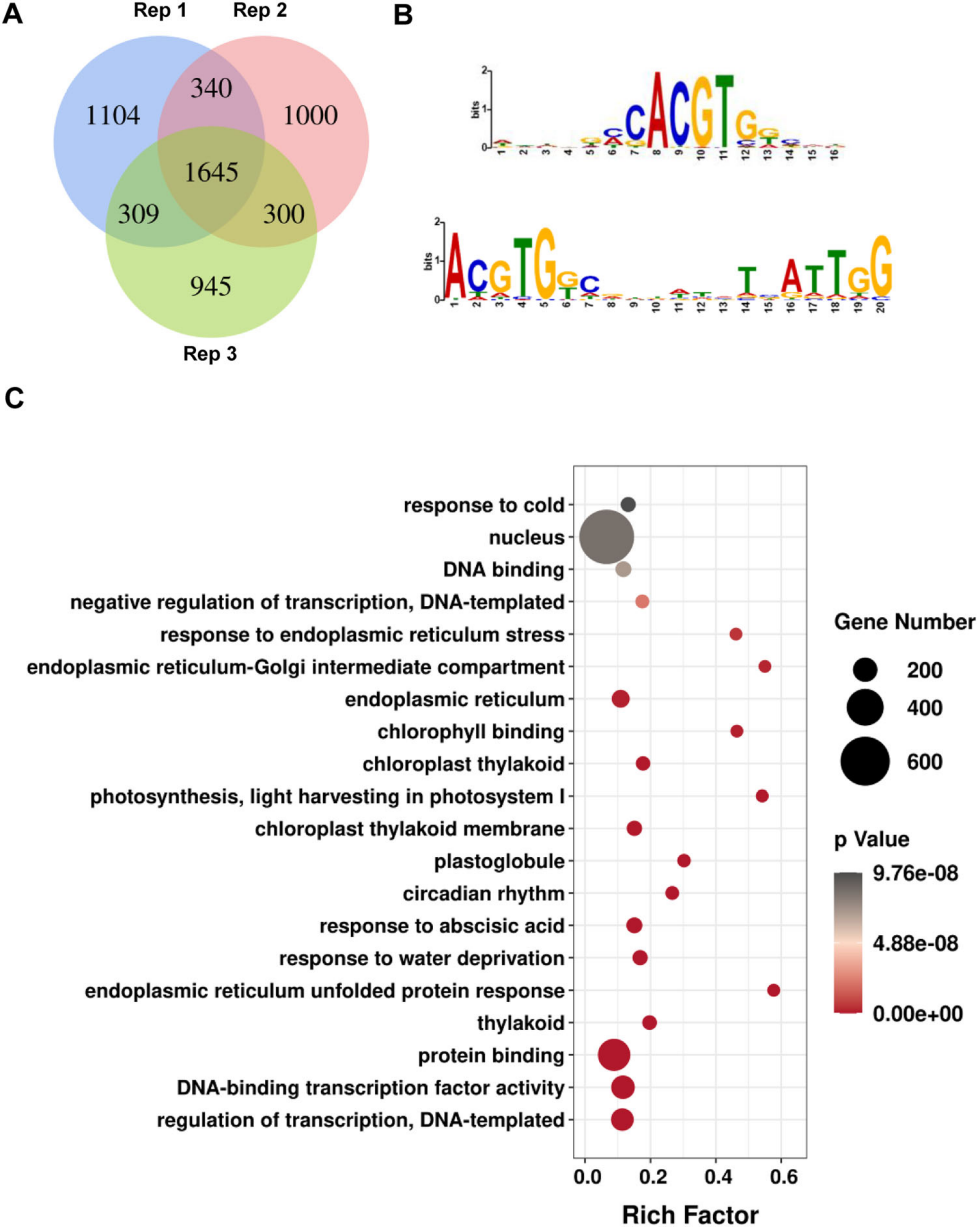
AtbZIP17 directly binds to the promoter of target genes in heat-stressed seedlings. **A** Venn diagram showing the direct targets of AtbZIP17 in three replicates. **B** AtbZIP17-binding motifs in the binding peaks of AtbZIP17 targets. **C** GO analysis of AtbZIP17 direct targets

Among the 2629 binding peaks on the promoter regions of these 1645 genes, the bZIP-bind G box and ERSE-II *cis*-elements were significantly enriched (Fig. 3B), which is similar to the binding characteristics of AtbZIP28 (Liu and Howell 2010b; Zhang et al. 2017). 

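In the part of Supplemental Table S2 used here, a line stands for a combination of peaks, with 1 peak of each replicate assigned to the same gene, so that a gene with several peaks in a replicate takes up several lines. The 1389 lines used here and the 1240 lines not used here add up to 2629 lines. In the lines used here, 2432 different peaks of the 3 replicates occur, and they fall into 904 merged regions. A single line was given to 553 genes (65.7%), and the highest number, 12 lines, to each of 4 genes. *AT1G56220*, a gene of these 4 named after its value was seen, has 3 peaks in replicate 1, 2 in replicate 2 and 2 in replicate 3. In 847 of the 1389 lines (61.0%) the 3 peaks overlap one another by at least 1 bp, and in 542 lines they do not. With a reciprocal overlap of 50% between each pair of peaks, 500 lines remained.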

Among the proteins encoded by these target genes, ‘response to ABA’, ‘response to water deprivation’, ‘endoplasmic reticulum unfolded protein response’, and subcellular compartments related to the secretory pathway were all significantly enriched (Fig. 3C). These results suggest that AtbZIP17 has both specific and overlapping direct targets with AtbZIP28.

### The expression of AtbZIP17 targets is impaired in flowers of *bzip17* mutant plants under heat stress conditions

To know the direct targets of AtbZIP17 in flowers under heat stress conditions, we compared these bZIP17 direct targets in seedlings with those AtbZIP17-dependent heat stress responsive genes in flowers. 

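Supplemental Table S1 lists the 1380 genes that heat up-regulated in flowers of WT but not of *bzip17* plants at the paper's limits. The paper considers them dependent on AtbZIP17. Of the 842 target genes in the lines of Supplemental Table S2 used here, 57 (6.77%) are among these 1380 genes. In 54 of the 57 genes, peaks of the 3 replicates overlap one another. The same holds for 734 of the 785 target genes that are not on the flower list, so that the shares of 94.7% and 93.5% did not differ (two-sided Fisher's exact test, p = 1). The median of the mean fold enrichment was 3.35 at the 57 genes and 3.34 at the 785 genes, and the mean log2 fold enrichment differed by 0.01 (two-sided permutation test with 100000 permutations, p = 0.96). Within the single replicates, the p of this test was 0.644, 0.809 and 0.968. The strongest binding among the 57 genes was found at *AT5G47420*, with a fold enrichment of 20.7 ± 1.79 (SD, n = 3), followed by *PIP2A* (*AT3G53420*) with 15.3 ± 1.19 (SD, n = 3) and *SDF2* (*AT2G25110*), and these first 2 genes were picked after their values were seen. *SHD*, *ERDJ3B* and *CNX1* are also on the flower list, with higher mean fold enrichments of 43.1, 28.1 and 27.0. They do not occur in the lines used here, so they are not among the 57 genes and the tests above leave them out. For 9 of the 57 genes, every listed peak is also listed for another target gene. With a *q* value below 1e-05 in all 3 peaks, 38 of the 57 genes were left.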

The results showed that totally 113 target genes were up-regulated by heat at reproductive stage in WT plants but not in *bzip17* mutant plants (Fig. 4A), suggesting that these genes are direct targets of bZIP17 during heat stress response in flowers. GO analysis showed that ‘response to salt stress’, ‘response to water deprivation’, ‘endoplasmic reticulum UPR’, ‘ER’ and eight terms related to chloroplast and photosynthesis were enriched (Fig. 4B). The dominant role of AtbZIP28/60 in transcriptional control of canonical ER stress gene expression (Song et al. 2015) was confirmed in *Arabidopsis* seedlings (Supplemental Fig. S3). We also compared these AtbZIP17-dependent heat stress responsive flower genes to those AtbZIP28/60-dependent heat stress responsive flower genes identified in previous study (Zhang et al. 2017), and found that only 59 genes (4.3%) were also AtbZIP28/60-dependent. Nevertheless, these results revealed direct candidate target genes of AtbZIP17 in flowers and showed that AtbZIP17 has a distinct set of downstream genes to AtbZIP28/60 during heat stress response.

**Fig. 4:**
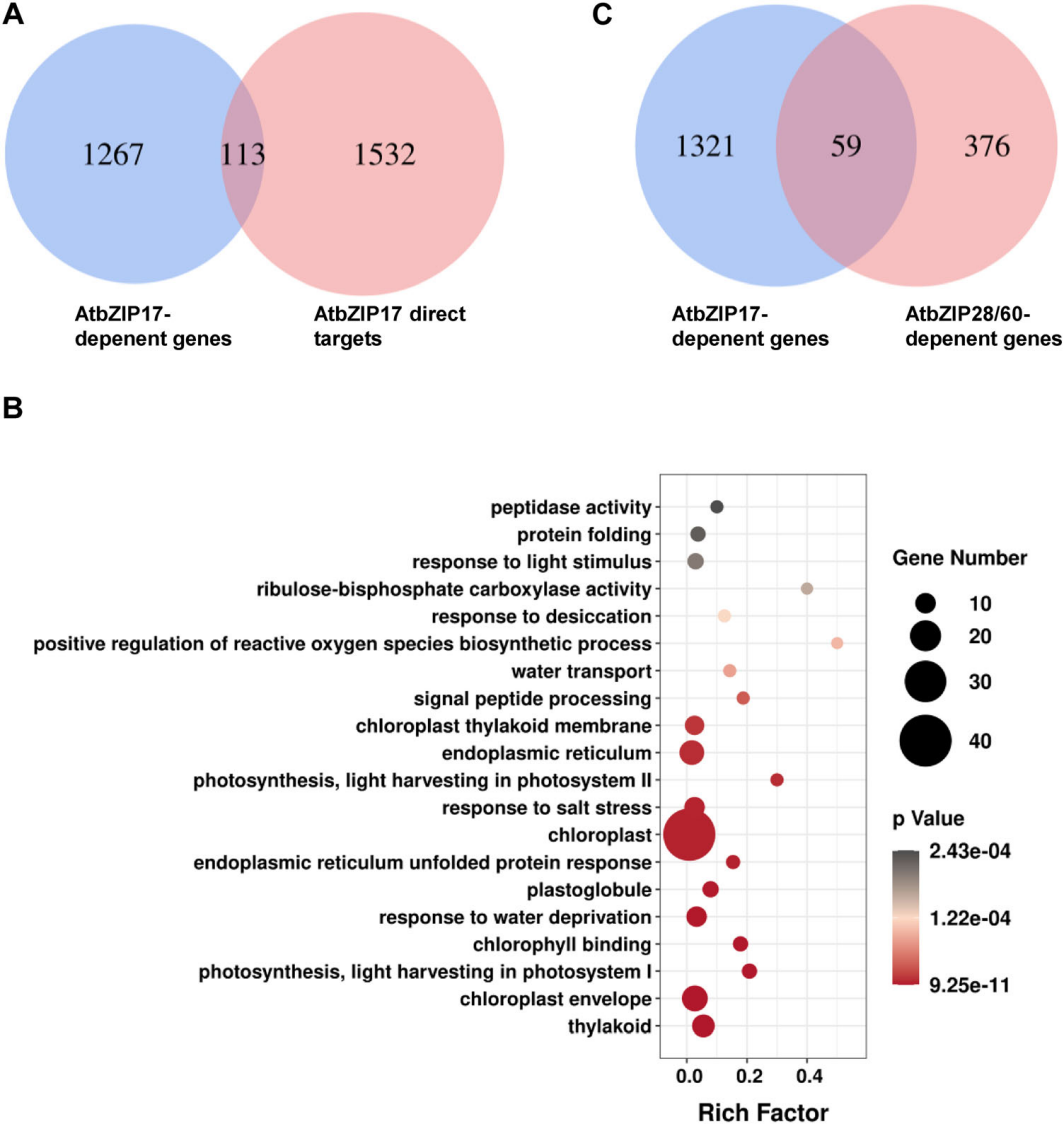
The expression of AtbZIP17 targets is affected in *bzip17* mutant flowers under heat stress conditions. **A** Venn diagram showing 113 direct candidate targets of AtbZIP17 in flowers under heat stress conditions. **B** GO analysis of heat responsive AtbZIP17 direct targets in flowers. **C** Comparison of AtbZIP17-dependent heat responsive genes in flowers and AtbZIP28/60-dependent heat responsive genes in flowers

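Peaks of all 3 replicates were found at *CNX1*, *SDF2*, *SHD*, *ERDJ3B*, *ATHB-7* and *P5CS1*. The highest fold enrichment of each list was that of the peak at *SHD* (*AT4G24190*), with 35.1 in replicate 1, 47.0 in replicate 2 and 47.3 in replicate 3, a mean of 43.1 ± 6.99 (SD, n = 3), and its mean pileup was 778 ± 82.6 fragments (SD, n = 3). The peak at *ERDJ3B* (*AT3G62600*) reached 28.1 ± 5.19 (SD, n = 3) and ranked 8, 4 and 3 among the peaks of replicates 1, 2 and 3. At *CNX1* (*AT5G61790*) the fold enrichment was 27.0 ± 2.91 (SD, n = 3), with ranks 5, 7 and 7, and its difference from *ERDJ3B* is smaller than the SD of either gene. *SDF2* (*AT2G25110*) had a fold enrichment of 14.6 ± 0.608 (SD, n = 3) and ranks of 42, 55 and 51. The salt stress-related genes had weaker peaks. *ATHB-7* (*AT2G46680*) had a fold enrichment of 2.78, 3.37 and 3.51 in the 3 replicates, with ranks of 811, 624 and 571, and a mean pileup of 63.3 ± 6.66 fragments (SD, n = 3). *P5CS1* (*AT2G39800*) had 3.47, 2.38 and 3.02, with ranks of 485, 1555 and 746, and a mean pileup of 54.0 ± 10.0 fragments (SD, n = 3). The means of *ATHB-7* and *P5CS1*, 3.22 ± 0.386 and 2.96 ± 0.548 (SD, n = 3), differ by less than the SD of either gene. *SHD* ranked 1 among the 1341 common regions by mean fold enrichment, while *ATHB-7* was above 53.5% and *P5CS1* above 47.1% of these regions. Within each list, the mean over the 4 UPR genes was 7.57, 10.6 and 9.30 times the mean over the 2 salt stress-related genes, and the lowest value of a UPR gene in any replicate, 13.9, was above the highest value of a salt stress-related gene, 3.51. The paper selected these 6 genes, so the ratio describes them and not UPR or salt stress-related genes in general. The *P5CS1* peak of replicate 2 had a −log10 *q* value of 4.99, which does not reach a *q* value limit of 1e-05. Neither *ATHB-7* nor *P5CS1* reached a fold enrichment of 3 in all 3 replicates.

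**Figure D2:**
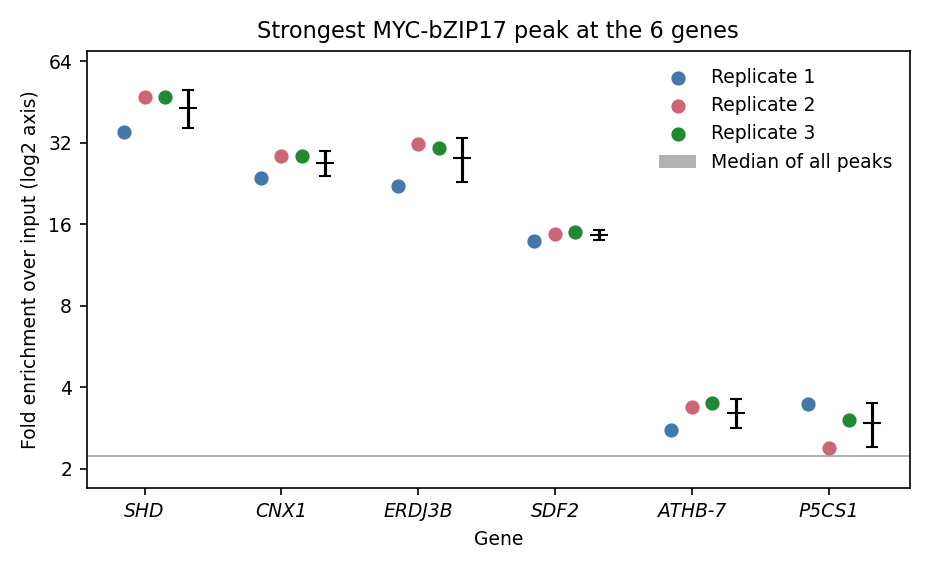
Fold enrichment over the input (log2 axis) of the strongest peak at each of the 6 genes, with coloured points for the 3 replicates and black bars for the mean and SD (n = 3). The grey line is the median of all peaks of each replicate, 2.20 to 2.24; the points of *SHD*, *CNX1*, *ERDJ3B* and *SDF2* lie at 13.9 or above and those of *ATHB-7* and *P5CS1* at 3.51 or below.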

We selected six AtbZIP17 target genes from the ChIP-seq analysis, including four canonical UPR genes (*CNX1*, *SDF2*, *SHD*, and *ERDJ3B*) and two salt stress-related genes (*ATHB-7* and *P5CS1*) whose promoter sequences were enriched by AtbZIP17 (Fig. 5A), and conducted ChIP-qPCR. The results indicated that AtbZIP17 indeed binds to the promoter region of all these six genes (Fig. 5B). To check whether the expression of these target genes was affected by *AtbZIP17* mutation, RT-qPCR was performed. The results showed that all these six genes were significantly up-regulated by heat in WT flowers (Fig. 5C). In contrast, the expression of *CNX1*, *P5CS1*, *ATHB-7*, *ERDJ3B* was not significantly affected by heat stress in *bzip17* mutant flowers (Fig. 5C). Although the expression of *SDF2* and *SHD* was also significantly up-regulated by heat stress in *bzip17* mutant flowers, the fold increase in *bzip17* mutant flowers was lower than that in WT flowers (Fig. 5C). Except *SDF2*, the up-regulation of other five genes by heat stress was not much affected in the *bzip28 bzip60* double mutant plants (Zhang et al. 2017). These results confirmed that AtbZIP17 directly regulates these canonical and noncanonical genes in *Arabidopsis* flowers.

**Fig. 5:**
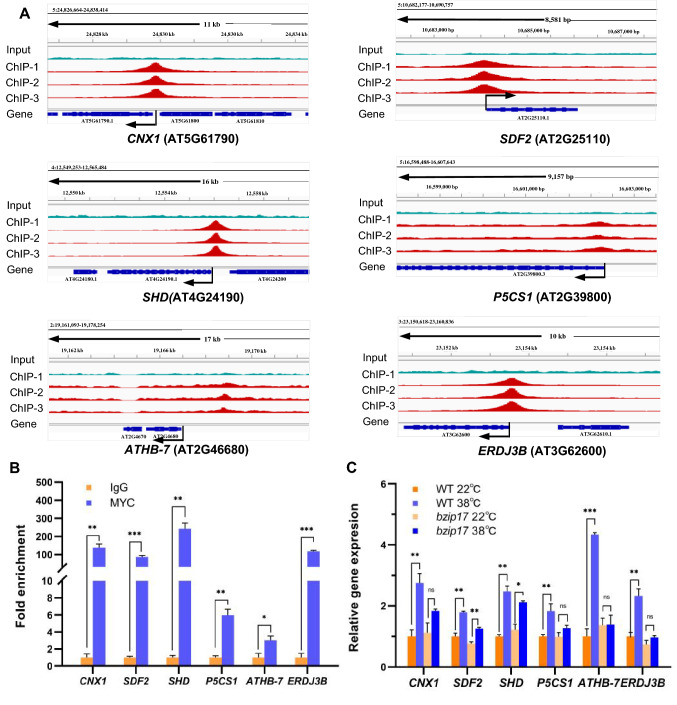
Mutation of *AtbZIP17* impairs the up-regulation of AtbZIP17 direct targets in flowers under heat stress conditions. **A** Distribution of AtbZIP17 binding peaks on six representative target genes in the Integrated Genome Browser. Aligned reads are indicated in red (heat-treated, three replicates) and cyan (input). **B** ChIP-qPCR analysis. Transgenic seedlings overexpressing *MYC-bZIP17* were heat-stressed and harvested for ChIP-qPCR using *anti*-MYC antibody. IgG was used as a negative control. Relative enrichment of each sample was normalized to that of IgG sample, both of which were normalized to that of the *TA3* control. **C** RT-qPCR analysis of AtbZIP17 target genes in flowers under heat stress conditions. Relative gene expression is the expression level of each gene normalized to that in the WT plants, both of which were normalized to that of *PP2A*. The bars depict the *SE* (*n* = 3). ***(*P* < 0.001); **(*P* < 0.01); *(*P* < 0.05); ns, (not significant at *P* < 0.05) in *t* tests

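In the deposited peak lists, the peaks at *CNX1*, *SHD* and *ERDJ3B* were much wider than the median peak. The peak at *CNX1* on chromosome 5 ran from 24826324 to 24834100 in replicate 1 (7777 bp), from 24827266 to 24833346 in replicate 2 and from 24827271 to 24834666 in replicate 3, and its 3 summits lay within 22 bp. At *SHD* on chromosome 4, the peak ran from 12553253 to 12560039 in replicate 1 (6787 bp), from 12553923 to 12560166 in replicate 2 and from 12553893 to 12560555 in replicate 3, with summits within 21 bp. The peak at *ERDJ3B* on chromosome 3 ran from 23151156 to 23158013 in replicate 1 (6858 bp), with the 3 summits within 14 bp, and in the lines of Supplemental Table S2 used here it is listed for *MYB11* (*AT3G62610*), a gene named after its values were seen. At *SDF2* on chromosome 2, the peak of replicate 1 ran from 10681980 to 10685361 (3382 bp) and the summits lay within 45 bp. The summits were farther apart at the weaker peaks on chromosome 2. At *ATHB-7* the peak of replicate 1 ran from 19167486 to 19169786 (2301 bp) and the summits were spread over 192 bp, and at *P5CS1* the peak of replicate 1 ran from 16602788 to 16603769 (982 bp) and the summits were spread over 151 bp. *SDF2*, *ATHB-7* and *P5CS1* are named in the lines of Supplemental Table S2 used here. The peaks of *CNX1*, *SHD* and *ERDJ3B* were located by the browser windows of Fig. 5A. Across all 13344 peaks of the 3 lists, width and fold enrichment were correlated with a Spearman's rho of 0.554, where peaks are not independent replicates.

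**Figure D3:**
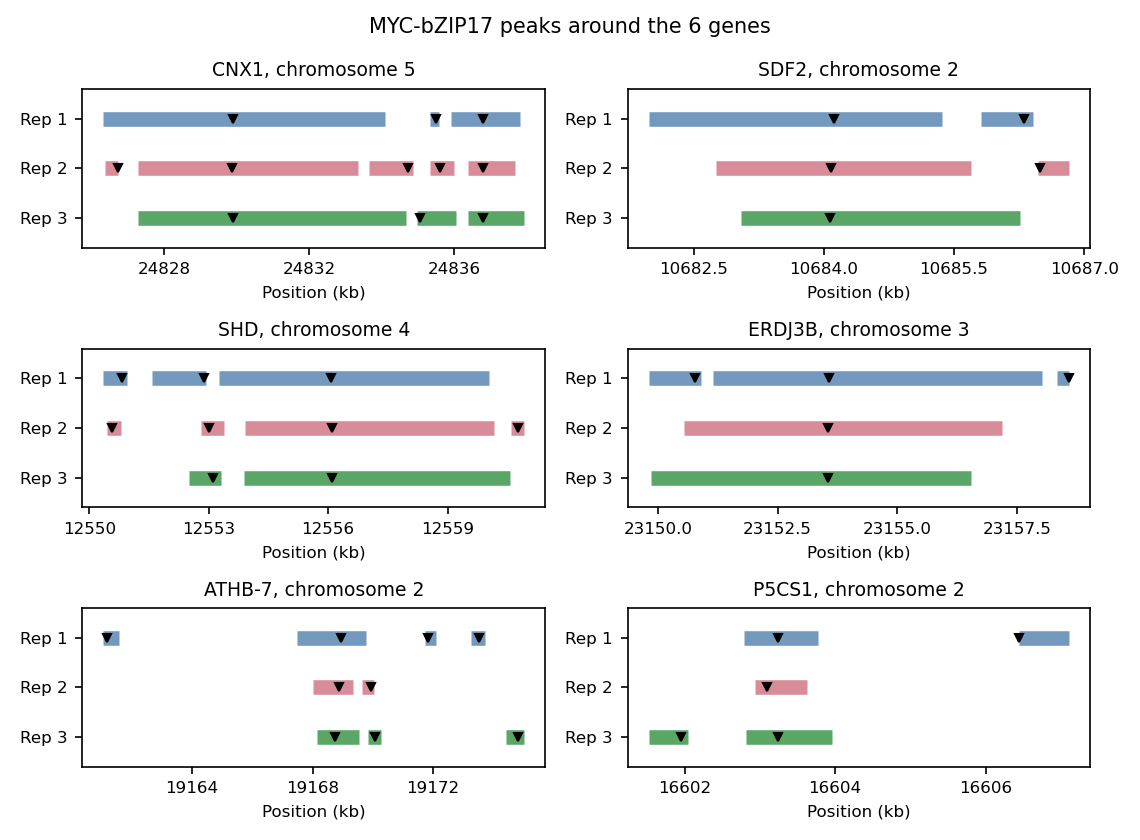
Peaks of replicates 1, 2 and 3 (coloured bars) and their summits (black triangles) around the 6 genes, by position on the chromosome in kb as in the deposited lists; gene models are not drawn. The summits of the strongest peaks lie within 14 to 45 bp at *ERDJ3B*, *SHD*, *CNX1* and *SDF2*, and within 151 and 192 bp at *P5CS1* and *ATHB-7*.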

## Discussion

Plant is sensitive to environmental stresses such as drought, salt and heat stresses at reproductive stage, which often results in yield reduction (Barnabas et al. 2008; Begcy et al. 2019; Liu et al. 2006; Ma et al. 2020). Previous results showed that the silique length is corelated to the number of seeds in *Arabidopsis*, using this trait, several QTLs associated with thermotolerance at 35 °C at reproductive stage were identified (Bac-Molenaar et al. 2015), however, the underlying molecular mechanisms are still largely unknown. Through genome-wide association study (GWAS), a cluster of five Immune-associated nucleotide-binding protein (IAN) genes (*IAN2* to *IAN6*) was identified to be responsible for the variation in heat tolerance at reproductive stage in *Arabidopsis* (Lu et al. 2021). The IAN proteins were found to promote cell death induced by heat stress, ER stress, and cell death-inducing molecules (Lu et al. 2021). The association of ER stress response with male reproductive development is widely recognized (Deng et al. 2016; Fragkostefanakis et al. 2016) and several mutants defective in proteins related to protein quality control in plants have pollen development phenotype at normal growth temperature (Singh et al. 2021; Sun et al. 2021). The ER stress response is also essential for thermotolerance at reproductive stage (Singh et al. 2021), and knock-out mutations of *AtbZIP28* and *AtbZIP60*, two major UPR regulators in *Arabidopsis*, confer heat sensitivity at reproductive stage (Zhang et al. 2017). In the current paper, we showed that AtbZIP17 is also important for thermotolerance at reproductive stage, these findings advance our understanding on maintaining fertility under heat stress conditions in plants.

Although AtbZIP17 is activated following treatment with ER stress inducing reagent (Che et al. 2010), the function of AtbZIP17 in canonical ER stress is still an open question. The up-regulation of canonical ER stress genes such as *BiP1*/*2*/*3* and *CRT1* by ER stress was completely blocked in *bzip28 bzip60* double mutant plants (Song et al. 2015; Sun et al. 2013), and the truncated form of AtbZIP17 did not while the truncated form of AtbZIP28 did activate the promoter of *BiP3* in the transient expression assay in protoplasts (Tajima et al. 2008). These results support that AtbZIP17 is not involved in canonical UPR. However, AtbZIP17 has overlapping direct targets with AtbZIP28 as identified in the current study, many of which are known to be important for UPR in plants. Thus, it is possible that AtbZIP17 is still involved in canonical UPR in seedlings, but that function is dependent on the function of AtbZIP28/60, which awaits further investigation in future. The expression of *AtbZIP17*/*28* is not while that of *AtbZIP60* is up-regulated by canonical ER stress in *Arabidopsis* seedlings (Tajima et al. 2008), while the expression of all the three genes *AtbZIP17*/*28*/*60* is up-regulated by heat stress in *Arabidopsis* flowers (Zhang et al. 2017), suggesting that AtbZIP17 is functional redundant to AtbZIP28/60. This is well agreed to our results in the current study that ‘endoplasmic reticulum UPR’ is enriched in the AtbZIP17 direct targets in flowers during heat stress responses. These findings are important for understanding the role of UPR in heat stress response at reproductive stage in plants.

AtbZIP17 regulates vegetative development at normal growth temperature conditions by regulating a different branch of downstream genes to AtbZIP28/60 (Bao et al. 2019; Kim et al. 2018). Several genes such as *ATHB-7*, *LTP3*, and *PP2C*-like were previously identified as the downstream genes of AtbZIP17 under salt stress condition (Henriquez-Valencia et al. 2015; Liu et al. 2007b, 2008). Excessive salt treatment may affect the function and/or constituent of ER, therefore, triggering ER stress response and activation of the ER-associated transcription factor AtbZIP17. However, such ER stress response could be non-canonical UPR (Howell 2017). Indeed, AtbZIP17 is activated by AtS2P following ABA treatment through regulating *ATHB-7* to desensitize the ABA signaling (Zhou et al. 2015). *ATHB-7* is a direct target of AtbZIP17, and it is up-regulated by heat stress in flowers which is dependent on *AtbZIP17*, therefore, AtbZIP17 is involved in ABA signaling during heat stress responses in reproductive tissues in plants.

The GO terms related to chloroplast were enriched in the AtbZIP17 direct targets in flowers during heat stress responses, probably because green sepals were included in the flower samples. Chloroplasts, the photosynthetic organelles of plants, are highly sensitive to heat stress (Hu et al. 2020; Sun et al. 2020). On the other hand, chloroplasts are major resources for ROS production and play an important role in retrograde signaling to protect the integrity and function of chloroplast (Kim 2020; Sun and Guo 2016). Our current results suggest that AtbZIP17 is also important for chloroplast development/function during heat stress response in plants.

## Materials and methods

### Plant material and growing conditions

All plants in this study are in Columbia-0 (Col-0) background. The T-DNA insertional mutant *bzip17* (SALK_104326) was obtained from the Arabidopsis Biological Resource Center (ABRC) (Liu et al. 2007b). The seeds were washed with 0.01% sodium hypochlorite solution for 20 min, and then washed five times with sterile water in an ultra-clean bench. They were grown directly on half-strength Murashige and Skoog (MS) medium (with 1.2% sucrose and 0.7% agar, pH 5.7). After 3 days of vernalization at 4 °C, they were transferred to a standard plant incubator (22 °C, 16/8-h day/night and 60% humidity). For phenotypic analysis and RNA-seq analysis, the seedlings were grown in an incubator for 10 days and then transplanted into a commercial soilless (mixed which include peat, vermiculite, and perlite) under the same conditions.

### Phenotype analysis

Phenotypic analysis of heat stress sensitivity during reproductive stage was performed as followings. After grown at 22 °C until flowering, the unopened floral buds (approximately stage 12) were marked with colored threads/marks, and then placed in the incubator at 38 °C for 3 h and 6 h, respectively. The control plants were grown at 22 °C with the same condition. After heat stress treatment, the plants were transferred to 22 °C and grew further for 10 days. The main inflorescence starting from the mark was selected, and the length of 10 siliques from the mark was measured in ten biological replicates. The siliques were divided into three categories: fully fertile (type I, length > 10 mm), partially sterile (type II, length 5–10 mm) and completely sterile (type III, length < 5 mm) according to the protocols in our previous study (Zhang et al. 2017).

### RNA-seq and RT-qPCR analysis

For RNA-seq analysis, wild-type and *bzip17* mutant plants at flowering stage were treated at 38 °C for 6 h, and the control plants were kept at 22 °C. The unopened floral buds (stage 1–12) from eight plants were collected and immediately frozen in liquid nitrogen with a total of three biological replicates for each treatment. Total RNA was extracted with Trizol (Invitrogen, Shanghai, USA). The cDNA library was constructed according to standard protocols on Illumina Novaseq™ 6000 (LC-Bio Technology Co., Ltd., Hangzhou, China). Cutadapt software is used to remove reads that contain adapter contamination, and to remove low-quality bases and undetermined bases. The HISAT2 software was used to map the reads to the genome and assembled by StringTie with default parameters. Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using gffcompare software. After the final transcriptome was generated, StringTie and ballgown were used to estimate the expression levels of all transcripts by calculating FPKM (fragments per kilo-base of transcript per million of mapped reads). The differentially expressed mRNAs were selected with fold change > 2 or fold change < 0.5 and *P* value < 0.05 by R package edgeR or DESeq2, and then gene ontology (GO) enrichment analysis was conducted. For RT-qPCR, total RNAs were extracted with RNA Prep Pure Plant kits (Tiangen, Beijing, China) and reverse transcribed using 5 × PrimeScript RT Master Mix (Takara, Dalian, China). RT-qPCR was performed with SuperReal PreMix Color kits (Tiangen, Beijing, China) in a CFX96 real-time system (Bio-Rad, USA). Gene expression level was calculated based on the ΔΔCt (threshold cycle) method. All the primers are included in Supplemental Table S3.

### ChIP-seq assay

For Chromatin immuno-precipitation coupled with high-throughput sequencing (ChIP-seq), 13-day-old 35S_pro_::MYC-bZIP17 seedlings grown at 22 °C were placed at 42 °C for 2 h, and the seedlings were immediately placed in a 1% (v/v) formaldehyde solution [0.4 M sucrose, 10 mM Tris–HCl (pH 8.0), 1 mM EDTA (pH 8.0) 1% formaldehyde and PMSF] under vacuum for fixing the protein and DNA, and 0.125 M glycine was added to terminate the reaction. Samples were washed with sterile water and grinded into powder in liquid nitrogen for ChIP-seq according to previous protocols (Zhang et al. 2017). Briefly, the powder was mixed with the lysis buffer [50 mM HEPES (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 5 mM β-mercaptoethanol, 10% Glycerol and proteinase inhibitor cocktail (Roche, USA)], and then sonicated to obtain almost 200–500 bp chromatin fragment. Protein A-agarose beads (Millipore) and an anti-MYC antibody (Sigma-Aldrich, USA) were used to precipitate the chromatin. The ChIP-DNA and INPUT DNA libraries were constructed and sequenced by Genergy Bio (Shanghai, China) with Illumina Novaseq™ 6000. Skewer software was used to remove low-quality and linker sequence fragments, and to filter sequences less than 50 bp. Bowtie was used to perform unique mapping analysis between the filtered sequencing data and the reference genome to further remove duplicated reads. MACS software was used to do the peak calling. In each replicate, compared with the input, there were higher binding peak intensity and *P* values < 0.001, which was considered as the potential binding sites of AtbZIP17. The related genes where the common binding peak region in the upstream 2 K in three replicates were considered as the potential targets of AtbZIP17. The common binding *cis*-elements were identified using MEME and GO analysis was performed using the R package edgeR. For ChIP-qPCR, 13-day-old seedlings of 35S_pro_::MYC-bZIP17 plants were treated or nontreated with high temperature at 42 °C for 2 h and sampled for ChIP-qPCR. Primers were listed in Supplemental Table S3.

### Western blot analysis

To verify heat-induced activation of MYC-bZIP17, 13-day-old seedlings of 35S_pro_::MYC-bZIP17 plants grown at 22 °C were placed in an incubator at 42 °C for 2 h, and the plants at 22 °C were used as the controls. Samples were extracted with SDS protein extraction buffer [125 mM Tris–HCl (pH 8.0), 375 mM NaCl, 2.5 mM EDTA, 1% SDS and 1% β-mercaptoethanol] and separated on 4–20% (w/v) SDS-PAGE gels. The proteins were transferred with nitrocellulose membranes and MYC-bZIP17 was detected using *anti*-MYC antibody (Sigma-Aldrich, USA) or *anti*-Tubulin (Sigma-Aldrich, USA) with Tanon-5200 Chemiluminescence Imaging System (Tanon, Shanghai, China).

### Accession numbers

RNA-Seq and ChIP-Seq data from this article can be found in Gene Expression Omnibus (GEO) under the accession number (GSE184984).

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2 (XLSX 107 KB) Supplemental Table S1 AtbZIP17-dependent heat stress responsive genes in flowers in Arabidopsis

Supplementary file3 (XLSX 632 KB) Supplemental Table S2 AtbZIP17 direct targets in heat-stressed tissues in Arabidopsis

Supplementary file4 (XLSX 12 KB) Supplemental Table S3 Primers used in the study

How the deposited data were processed for this re-analysis (not part of the article)

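The data were the ChIP-seq peak lists of 3 anti-MYC ChIP samples from *MYC-bZIP17* expressing *Arabidopsis* seedlings kept at 42 °C for 2 h, and 1 input library entered only through the peak calling. Each peak list belongs to 1 ChIP sample, and the replicate numbers were taken from the sample labels, which match the replicate names in Supplemental Table S2. All samples belong to a single condition, so no groups were compared and no block for replicates was fitted.

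The authors trimmed the reads with Skewer, dropped reads under 50 bp, mapped the rest with Bowtie to unique positions, removed duplicated reads and called peaks with MACS in each ChIP sample against the input, without pooling, at a *P* value limit of 0.001. The pileup in the deposited lists is a signal, the number of fragments stacked at the summit as MACS gave it to the authors. The fold enrichment in the deposited lists is a linear ratio of that pileup to the local background, which the authors obtained from MACS and the input. The deposited lists also hold the −log10 of the p-value and of the q-value that the authors' run of MACS gave each peak. Unique mapping and removal of duplicates limit the pileup at sequences present in several copies and at very high coverage, respectively. The lists state no read totals, so the depth per sample is unknown and no counting interval was computed; the precision of each value is shown by the spread of the 3 replicates alone. The lists hold only peaks that passed the limit, so a region without a peak in a replicate can have enrichment just under it.

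From the lists, peaks of the 3 replicates were merged into regions where they overlapped by at least 1 bp, and the regions were counted by the number of replicates they hold. The number with all 3 replicates was compared with 10000 circular shifts of the peaks of replicates 2 and 3, each chromosome by its own random distance within the span of its peaks (one-sided). For each common region, the strongest peak of each replicate by fold enrichment was used for correlations across regions, without p-values. Peaks were joined to genes only through the 1389 lines of Supplemental Table S2 that were used here, by peak name; the other 1240 lines were not used here, so counts of target genes refer to 842 genes. A gene's fold enrichment in a replicate is that of its strongest listed peak. Gene symbols and the order of neighbouring genes were taken from the RefSeq table of assembly TAIR10.1, in which 823 of the 842 loci were found; none of its coordinates were used, since the genome build is not named in the paper's text. At the 6 genes of Fig. 5A, the strongest peak of each replicate within the browser window of that figure was used. Target genes on and off the list of Supplemental Table S1 were compared by a permutation test with 100000 permutations (two-sided) and by Fisher's exact test (two-sided). The genes named were fixed before the data were examined: the 6 genes of Fig. 5, other genes and controls that the paper names with a locus, AtbZIP17, AtbZIP28 and AtbZIP60, and the 5 target genes with the highest mean fold enrichment over the 3 replicates; any other gene is marked where it appears as picked after its values were seen, and *AT1G56220*, *MYB11*, *APC1* and *P58IPK* are of this kind. Of the genes named by this rule, *AT2G07741*, *CRT1*, *BiP1/2*, the controls *TA3*, *PP2A* and *ACTIN*, AtbZIP17 and AtbZIP28 do not occur in the lines used and are not reported.

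The merging, overlap and permutation steps were tested on simulated data with 10500 peaks, of which 500 regions were common to the 3 replicates by design. All 500 regions were recovered (100%), and 4% of 100 simulated comparisons without a difference gave a permutation p under 0.05. The simulated common peaks always overlapped and lay apart from all other peaks, so their recovery checks only that the merging runs correctly. The simulated comparisons used independent values, while target genes can share peaks. Other limits on the q-value and on fold enrichment, other definitions of overlap, pileup in place of fold enrichment, Pearson's correlation, and each replicate left out in turn were tried. The test of the overlap with flower genes over all genes was not run, since no list of genes detected in flowers was used here. Motif tests, distances from summits to gene starts, the number of target genes per replicate and functional classes were not run, as no genome sequence, gene strand or table of functional terms was used here. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.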

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

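The test of these peaks was chosen after the result was seen. 3 regions that the paper does not discuss had a pileup above that of every other peak. On chromosome 2, replicate 1 had a peak from 3361 to 3607 with a pileup of 2431 fragments and a fold enrichment of 1.96, and a peak from 9817 to 10064 with a pileup of 4967 fragments and a fold enrichment of 1.16, while replicates 2 and 3 had no peak at either place. On chromosome 3, a region from 14196572 to 14197105 had a peak in each of the 3 replicates, with a mean pileup of 1115 fragments, an SD of 41.2 fragments (n = 3) and a fold enrichment of 2.63 ± 0.0640 (SD, n = 3), higher than 32.8% of the common regions. The highest pileup of the other peaks was 839 fragments.

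A candidate technical explanation is sequence present in many copies, on which reads of the ChIP samples and of the input pile up alike. The authors' unique mapping and removal of duplicated reads work against this explanation where the copies are all in the reference genome or the reads share their ends, and whether copies are missing from that genome was not tested. The local background implied by pileup and fold enrichment was 1237 and 4276 fragments at the peaks on chromosome 2 and 410 to 436 fragments on chromosome 3, against a median of 15.1 fragments over all peaks. The lowest ratio to that median was 27.1. These peaks were picked for a background over 10 times the median, and this background is computed from their pileup and fold enrichment, so the ratio does not test the explanation, and the pattern cannot be told apart from it. With a fold enrichment of at least 3 as a limit, none of these 5 peaks passes. The lists do not hold the input's own values and no genome sequence was used here, so the number of copies was not measured, and no biological explanation was tested.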

How the results depend on the processing

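The alternatives were set before the data were examined. Of 29 alternative values computed, 17 stayed within 1.5 times the reported count or within 1 SD of the replicates, and 12 moved further. The counts among those 12 all fell under stricter limits on the same peaks, which leave out peaks or combinations of peaks. The rest are correlations taken with another statistic, with another measure or without replicate 1. Beyond this, no cause was tested.

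The number of regions with a peak in all 3 replicates, 1341, became 728 with a reciprocal overlap of 50%, 797 for peaks with a q-value under 1e-05 and 574 for peaks with a fold enrichment of at least 3. It was 986 with summits within 200 bp and 1247 with a q-value under 0.01. With each replicate left out in turn, the regions shared by the remaining pair numbered from 1694 to 1764.

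The 842 target genes in the lines of Supplemental Table S2 used here became 553 with a q-value under 1e-05 in all 3 peaks, 397 with a fold enrichment of at least 3, and 498 with 50% reciprocal overlap, against 801 with a q-value under 0.01 and 788 with an overlap of 1 bp. Of the 788 genes whose 3 peaks overlap one another, 498 met a reciprocal overlap of 50%, 397 a fold enrichment of at least 3 and 550 a q-value under 1e-05. The 1389 combinations of peaks fell to 847 when the 3 peaks had to overlap. The number of target genes on the flower list was 57, with 54 and 38 under an overlap of 1 bp and a q-value under 1e-05.

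The mean of the 3 Spearman correlations of fold enrichment across common regions was 0.877. It was 0.955 for Pearson's correlation of log2 fold enrichment and 0.915 for Spearman's correlation of pileup, and it ran from 0.871 to 0.889 across the pairs left when each replicate was left out. The ratio of the mean fold enrichment at the 4 UPR genes to that at the 2 salt stress-related genes of Fig. 5 was 9.16 ± 1.53 (SD, n = 3), 9.15 with pileup in its place, and from 8.43 to 9.96 with each replicate left out. Its SD is over the replicates and not over genes.

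Among the alternatives set before the data were examined, those that need gene starts, strands or gene types (summit within the upstream 2 kb, 1 kb upstream, protein-coding genes, the mean over all peaks upstream), those for the motif tests, for the number of target genes per replicate, for functional classes and for distances to gene starts, and the leaving out of single replicates at the level of genes were not run. No paired analysis was possible because all ChIP samples belong to 1 condition. The depth of the lists is unknown, which leaves open how many of the regions found in a single replicate lie just under the limit in the others.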

Differences from the paper's values

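The number of lines of Supplemental Table S2 equals the number of binding peaks on promoters that the paper states, and the paper's text does not say how its number was counted. The 1389 of these 2629 lines that were used here are combinations of 1 peak per replicate and hold 2432 different peaks in 904 merged regions, with 3 overlapping peaks in 847 lines.

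In Fig. 5A, the browser windows of *SDF2* and *P5CS1* carry the label of chromosome 5. In the deposited lists, 5 peaks lie in each of these windows on chromosome 2 and 0 on chromosome 5.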

Other observations

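The test of a poor replicate was chosen after its result was seen; the other tests in this part were set before their results were seen.

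Most merged regions, 6563 of 8992, hold a peak of a single replicate. A candidate explanation is that many of these peaks are weak. Among peaks with a q-value under 1e-05, 48.6% of regions had a peak in all 3 replicates and 38.4% a peak of a single replicate, against 14.9% and 73.0% of all regions. Leaving out the peaks nearest the calling limit changed little, since with a q-value under 0.01 these shares were 16.5% and 71.7%. An excess of such regions in a single replicate was not seen, as the highest number in a replicate, 2272, was 1.02 times the median number. This measure does not rule out a replicate with weaker enrichment. Replicate 1 had the lowest fold enrichment of the 3 replicates in 743 of the 1341 common regions (55.4%). Its median log2 ratio to the mean of the other replicates was -0.13 over these 1341 regions. Among the 91 common regions with a mean fold enrichment of at least 10, it was lowest in 81, with a median log2 ratio of -0.26. Whether this weaker enrichment bears on the regions of single replicates was not tested. No biological explanation was tested.

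Some peaks of Supplemental Table S2 are listed for several genes, and wide peaks may be one reason. Of the widest 25% of the listed peaks, 24.7% were listed for 2 or more genes, against 14.4% of the narrowest 25%, and peaks listed for several genes were wider (difference in mean log2 width 0.30, two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). These shares are lower bounds, because a peak can also be listed in the lines not used here. The 2432 listed peaks fall into 904 merged regions and are not independent, so the p of the width test is likely too small. The width test was not run on regions. Of the 388 shared peaks whose genes were all found in the RefSeq table, 287 (74.0%) are listed for genes that directly follow one another. No biological explanation was tested.

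The peaks taken for *ERDJ3B* and *CNX1* from the browser windows of Fig. 5A are also listed for other genes, which were picked after their values were seen and whose peaks are not counted among the shared peaks, since *ERDJ3B* and *CNX1* do not occur in the lines used here. *MYB11* (*AT3G62610*) is listed with the peak of *ERDJ3B* in all 3 replicates. *APC1* (*AT5G61810*) is listed in replicate 3 with the peak of *CNX1*, which has a fold enrichment of 28.7, while the strongest peak of *APC1* has a fold enrichment of 1.96 in replicate 1 and 2.35 in replicate 2.

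For 54 of the 842 target genes, no combination of listed peaks overlaps in the 3 replicates. Weak peaks are a candidate explanation. The difference in mean log2 fold enrichment to the other 788 genes was -0.74 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give), and it was -0.63, -0.82 and -0.76 in the lists of replicates 1, 2 and 3. Target genes can share peaks and are not independent, so this p is likely too small. Across all peaks, width rose with fold enrichment, so the test does not tell weak peaks from narrow ones. The median of the mean fold enrichment was 2.30 at the 54 genes and 3.44 at the 788 genes. The mean was under 3 at 47 of the 54 genes (87.0%) and at 313 of the 788 genes (39.7%). It was at least 10 at 2 of the 54 genes, so not all of them had weak peaks throughout. No biological explanation was tested.

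It was also tested whether target genes on the flower list of Supplemental Table S1 are bound more strongly in seedlings. Stronger binding was not found (two-sided permutation test, p = 0.960), nor did these genes differ in having peaks that overlap in the 3 replicates (two-sided Fisher's exact test, p = 1, odds ratio 1.25). With 57 genes on the list, a small difference would not be detected. *SHD*, *ERDJ3B* and *CNX1* are also on the flower list, but they do not occur in the lines used here and were left out. Their mean fold enrichment was 43.1, 28.1 and 27.0. Flower-list genes in the lines not used were not tested, so the result holds for the 57 genes and not for the whole flower list.

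*BiP3* (*AT1G09080*) and *AtbZIP60* (*AT1G42990*) are among the target genes. The fold enrichment was 11.2 ± 0.782 (SD, n = 3) at *BiP3*, whose peaks are also listed for a second gene, and 7.69 ± 0.809 (SD, n = 3) at *AtbZIP60*. On the flower list, *P58IPK* (*AT5G03160*), picked after its values were seen, had a fold enrichment of 12.6 ± 1.43 (SD, n = 3). Of the 6 genes of Fig. 5, 5 are on the list of Supplemental Table S1, and *ATHB-7* is the gene that is not. By RT-qPCR, however, the paper found a significant rise of *ATHB-7* with heat in WT flowers and no significant change in *bzip17* flowers. It treats this rise as dependent on AtbZIP17.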
